A study of Homo sapiens with 6 samples. Its data were reported in "HMGB1 coordinates SASP‐related chromatin folding and RNA homeostasis on the path to senescence" (2021).

How the data were processed

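sCLIP, a form of cross-linking and immunoprecipitation, records where a protein touches RNA. In the protocol the labels describe, RNA and protein were joined covalently by UV light, lysates were treated with RNase T1, and HMGB1 or HMGB2 was pulled down with an antibody on magnetic beads. A second digestion with RNase I followed on the beads, the protein-RNA complexes were separated on a gel and blotted, and RNA was eluted from the cut membrane. The eluted RNA was polyadenylated, copied with barcoded primers, pooled with the other samples at the cDNA stage, amplified by in vitro transcription and PCR, and sequenced in a strand-specific manner. The cells were IMR90-79, a line of human lung fibroblasts, in their proliferating state. Per the labels, the membrane of the first replicate was cut into parts.

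The series holds 6 samples in 3 groups of 2 replicates: HMGB1 immunoprecipitations, HMGB2 immunoprecipitations and a control with beads and no antibody. The 4 immunoprecipitation libraries each came with 1 peak list and were used. The beads-only control was not analysed here, so no value below has that background subtracted or set beside it. Replicate numbers are those of the labels.

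The deposited lists were called by the authors for each library separately with CLIPper, a program that searches annotated genes for stretches with more reads than expected, after mapping to hg19. Each row gives a position, a strand, a gene identifier, a read number and a p-value that the authors' caller assigned to the peak within its own library. The other deposited columns used, start and end, are coordinates and carry no measurement unit. Mapper, caller version and treatment of duplicate reads were not stated. The names of the lists mention an intersection step without describing it. Whether it is the overlap of replicates that the paper describes was not stated. The p-values and read numbers describe, filter and rank peaks within a list only. The lists were cut at different limits: the largest p-value was 0.0244 in HMGB1 replicate 1, 0.0263 in HMGB2 replicate 1, 9.99e-04 in HMGB1 replicate 2 and 9.93e-04 in HMGB2 replicate 2. The smallest read number per peak was 3 in both replicate 1 lists and 5 in both replicate 2 lists. The threshold of p below 0.05 used for the main setting therefore removed no row from any list.

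Positions were used on the GRCh37 assembly (the sequence of hg19) with GENCODE release 44 annotation mapped to that assembly. In the 4 lists, 0 intervals ended past the end of their chromosome, and between 96.3% and 97.4% of rows had their midpoint inside the gene named in the row, on the strand named in the row. Between 97.2% and 98.2% of the gene identifiers in a list were found in the annotation after the version suffix was dropped. Intervals of 1 list that overlapped on the same strand were merged into 1 peak, while intervals that only touched stayed apart, and each peak was given 1 of the genes its rows name, protein-coding genes first. Coordinates are given counted from 1.

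A consensus peak was a replicate 1 peak overlapped by at least 1 base, on the same strand, by a replicate 2 peak of the same protein, and the replicate 1 interval was kept. Overlaps were compared with a relocation permutation test in which each peak of the second list was moved 1000 times to a random position in its own gene. An alternative kept it within the exons or within the introns of that gene, whichever held its midpoint. Peaks with no annotated gene were left out of these tests. The exonic share was the percentage of peaks with their midpoint in an exon, set against 1000 placements of the same peaks, and the motif share was the percentage of peaks that hold NMWGRA (M is A or C, W is A or T, R is A or G, N is any base) on the transcribed strand, set against windows of the same width in the same class of the same gene. Whole lists were placed 100 times for these shares. Overlap tests and the placement test of the splicing factor share were one-sided, and the other tests of shares were two-sided. Their smallest possible p-values were 0.001 for 1000 one-sided, 0.002 for 1000 two-sided and 0.0198 for 100 two-sided placements. Gene families were tested with the two-sided Fisher exact test against the 15607 gene symbols with a peak in any of the 4 libraries, and Benjamini-Hochberg adjustment covered the 14 tests of 7 families and both proteins. Family lists were fixed by symbol, with pseudogenes that share the symbol stem included. Shares carry Wilson 95% intervals, which cover counting error only, since peaks are not independent molecules.

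The design gives no test across libraries by permutation of their labels: 4 libraries can be split into 2 pairs in 3 ways. No share of splits under 0.05 can therefore be reached, and no other test across libraries was made. Whether a list holds a peak depends on its depth, and total sequencing depth is unknown here: the read numbers summed over distinct intervals, 181684, 1358156, 275332 and 28320 for HMGB1 replicates 1 and 2 and HMGB2 replicates 1 and 2, count reads in peaks only.

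The genes and peaks named in the text follow a rule: transcripts the study singles out (ASH1L, CCNL2, TET2, PNN, RBMX, TRA2B), those of HMGB1 and HMGB2 themselves, MALAT1 and NEAT1, the 5 genes with the most consensus peaks of each protein, and the 5 consensus peaks of each protein with the smallest value of the larger of their replicate p-values. An item that the rule also covers is not reported here. This rule, the groups, the main tests and most alternatives were chosen before the data were examined. The alternatives were a threshold of p below 0.01, all deposited rows, an overlap of at least 50% of both peaks, either strand, each replicate alone, lists of equal length (the 2512 peaks of smallest p-value from every library), no mitochondrial chromosome, other classes, other backgrounds and widened peaks. Alternatives added later left out intervals that are identical in both replicate 1 lists, applied the replicate 2 limits (p below 0.001 and at least 5 reads) to every list, took the consensus interval from replicate 2, counted every gene of a peak, counted consensus peaks joined by a common overlapping peak once, or took as background only genes with a peak in both replicates.

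Scripts ran under Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and pysam 0.24.0. They were tested on simulated data. With HMGB2 replicate 2 peaks moved at random within their genes, 1 of 20 simulated lists gave an overlap p below 0.05. With HMGB1 replicate 2 peaks moved in the same way, 0 of 5 did. When 200 copied peaks were planted among 62202 moved HMGB1 peaks, 196 further overlaps were counted, and among 2476 moved HMGB2 peaks 200 were. For the 1458 HMGB1 consensus peaks placed at random, 2 of 20 simulations gave an exonic p below 0.05 and 1 of 20 a motif p below 0.05. Random sets of 1089 genes gave a Fisher p below 0.05 for splicing factors in 9 of 200 draws.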

Results

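RNA contacts of the chromatin proteins HMGB1 and HMGB2 were recorded by sCLIP in proliferating IMR90-79 lung fibroblasts, with 2 replicates for each protein. Each replicate gave 1 list of peaks, called within that library, and a beads-only control of 2 replicates was not analysed here. After overlapping intervals had been merged, HMGB1 replicate 1 held 34225 peaks and HMGB1 replicate 2 held 63329. HMGB2 replicate 1 held 48942 peaks and HMGB2 replicate 2 held 2512. These peaks covered 1911, 3049, 2722 and 130.6 kb. The median read number per deposited row was 4 in both replicate 1 lists, 12 in HMGB1 replicate 2 and 7 in HMGB2 replicate 2. Peaks with exactly 3 reads made up 43.2% of rows in HMGB1 replicate 1 and 40.8% in HMGB2 replicate 1, and the replicate 2 lists held none. HMGB2 replicate 2 was thus the shortest list, and results that need it rest on few peaks.

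The first comparison asked which positions were bound by HMGB1 in both replicates. Of the HMGB1 replicate 1 peaks, 1484 were overlapped by a replicate 2 peak, which is 4.34% (Wilson 95% interval 4.13 to 4.56). In the other direction, 1558 replicate 2 peaks were overlapped, which is 2.46% (2.34 to 2.58). These consensus peaks lay on 1089 genes, of which 1037 were protein-coding and 28 were long non-coding RNAs, and 870 genes carried a single consensus peak. Among peaks with an annotated gene, 1450 replicate 1 peaks were overlapped, against a mean of 440.2 ± 19.5 (SD over 1000 placements) when replicate 2 peaks were moved at random within their genes. The observed overlap was 3.29-fold the placed one (permutation p = 0.001, the smallest that the placements allow). With each moved peak kept in the exons or introns of its gene the ratio was 1.69, and with an overlap of at least 50% of both peaks it was 4.90 (permutation p = 0.001 each), the lowest and highest of the alternatives.

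The same comparison for HMGB2 gave 112 consensus peaks on 79 genes. They were 0.229% of replicate 1 peaks (0.190 to 0.275) and corresponded to 105 replicate 2 peaks, or 4.18% of that list (3.47 to 5.04). Of the peaks with an annotated gene, 108 were overlapped against 27.5 ± 5.24 when placed at random, a ratio of 3.94 (permutation p = 0.001). With placement in the same class of the gene the ratio was 1.81.

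The design then allowed both proteins to be compared. Among HMGB1 consensus peaks, 54 (3.64%, 2.80 to 4.72) overlapped an HMGB2 consensus peak, and 60 of the 112 HMGB2 consensus peaks (53.6%, 44.4 to 62.5) overlapped one of HMGB1. Of those with an annotated gene, 52 HMGB1 consensus peaks were overlapped against 1.54 when HMGB2 consensus peaks were placed at random (33.9-fold, permutation p = 0.001). At the gene level, 54 of the 79 HMGB2 genes (68.4%) also carried an HMGB1 consensus peak. The 2 consensus sets were not drawn from independent lists, as the next comparison shows, so this overlap cannot be read as a measure of shared binding alone.

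All 6 pairs of libraries were compared to ask whether lists resembled each other by protein or by replicate number. HMGB1 replicate 1 and HMGB2 replicate 1 overlapped at 70.5% (70.0 to 71.0) of the peaks in the smaller list. HMGB1 replicate 2 and HMGB2 replicate 2 overlapped at 54.8% (52.9 to 56.8). For the replicates of 1 protein, the shares were 4.34% for HMGB1 and 4.18% for HMGB2. The crossed pairs, which share neither protein nor number, gave 3.66% for HMGB1 replicate 1 with HMGB2 replicate 2 and 3.74% for HMGB1 replicate 2 with HMGB2 replicate 1. Relative to placement in the same class of the gene, the crossed pairs reached ratios of 1.98 and 1.76, and the replicates of 1 protein, at 1.69 and 1.81, were at a similar level. The mean Jaccard index of covered bases (bases in both lists over bases in either) was 0.00544 for pairs of 1 protein, 0.203 for pairs of 1 replicate number and 0.00583 for crossed pairs. The mean of 0.203 joins 0.385 for the replicate 1 pair and 0.0209 for the replicate 2 pair, so it rests mostly on the former. The difference of the first from the second was -0.197, and it was furthest from this value at -0.141 when identical intervals were left out. With 3 possible splits this comparison carries no test. Within either replicate number, the lists of both proteins overlapped more than the lists of 1 protein did across replicate numbers.

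**Figure D1:**
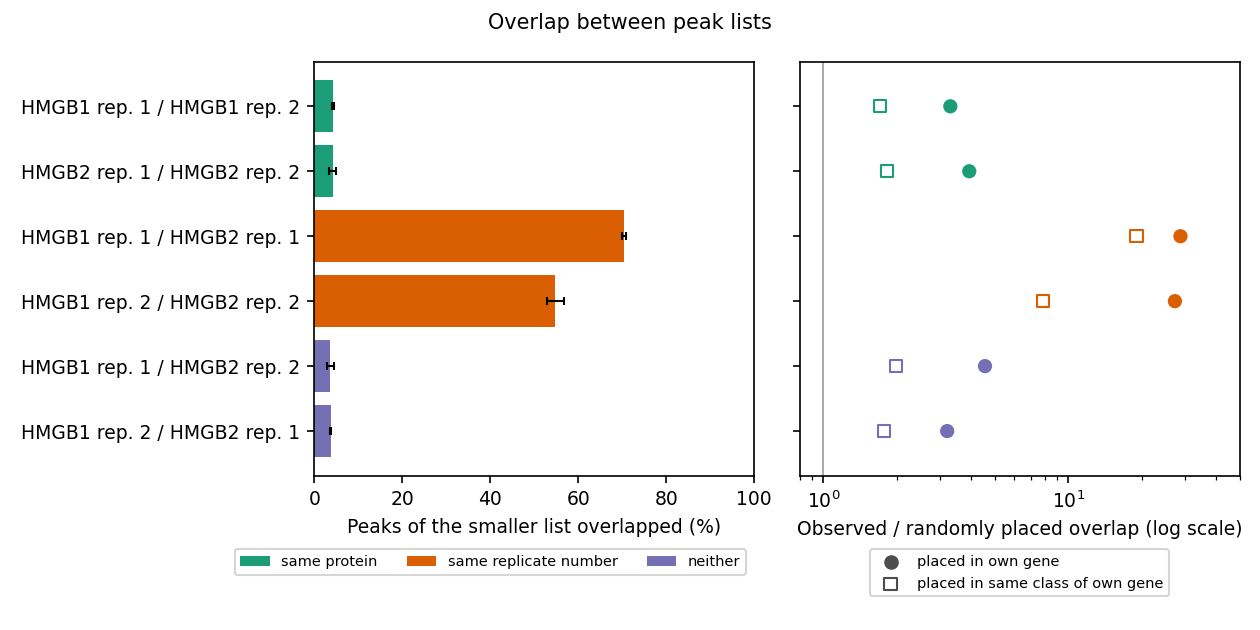
Overlap between the peak lists of the 6 library pairs. Left, bars give the percentage of peaks in the smaller list that the other list overlaps, with Wilson 95% intervals; right, the observed overlap divided by the mean of 1000 random placements on a log axis, with peaks moved within their own gene (filled circles) or within the exons or introns of that gene (open squares). The pairs of equal replicate number reach 70.5% and 54.8%, and the other 4 pairs lie between 3.66% and 4.34%.

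The replicate 1 lists also shared intervals exactly. HMGB1 replicate 1 and HMGB2 replicate 1 had 10515 intervals with the same start, end and strand, which is 30.4% of the distinct intervals of the former and 21.2% of the latter. Of these, 10273 (97.7%) had the same read number in both lists. The replicate 2 lists shared 2 identical intervals, and each of the other 4 pairs shared 0. These lists were kept as separate samples because 10107 HMGB1 replicate 1 peaks and 24546 HMGB2 replicate 1 peaks had no counterpart in the other list, and consensus counts without the identical intervals were 1195 for HMGB1 and 98 for HMGB2.

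The distribution over transcripts was examined next. Of the 1458 HMGB1 consensus peaks with an annotated gene, 77.8% (75.6 to 79.8) had their midpoint in an exon, against 23.6% when placed at random within the same genes. This is an enrichment of 1.72 on the log2 scale (permutation p = 0.002, the smallest possible). Placement was even over the bases of the gene, introns included, and took no account of how much exonic and intronic RNA was present. More exonic than intronic RNA would give the same direction without any preference of the protein. By class, coding exons held 53.3% of the peaks (log2 enrichment 2.45), 5′ UTRs 8.09% (1.54), 3′ UTRs 11.7% (0.60), exons without coding annotation 4.73% (0.49) and introns 22.2% (-1.78). HMGB2 consensus peaks were exonic in 79.6% of 108 cases (71.1 to 86.2) against 27.6% placed (log2 1.53, permutation p = 0.002). The alternative that moved the HMGB1 value most was the use of equal list lengths, with a log2 enrichment of 0.73 (permutation p = 0.002).

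The replicates differed in this respect by more than the counting error. Exonic peaks were 26.2% of HMGB1 replicate 1 and 23.3% of HMGB2 replicate 1, but 62.0% (61.6 to 62.3) of HMGB1 replicate 2 and 53.8% (51.9 to 55.8) of HMGB2 replicate 2. Placed shares were 12.0%, 11.3%, 16.2% and 13.2%, and all 4 lists were more exonic than placement gave (permutation p = 0.0198 each, the smallest possible for 100 placements). When the replicate 2 limits were applied to all lists, the replicate 1 shares were 32.8% for HMGB1 and 28.9% for HMGB2. The raw exonic share of the consensus sets was above that of either list they were drawn from, but their log2 enrichment over placement, 1.72 for HMGB1 and 1.53 for HMGB2, was below that of the replicate 2 lists, 1.94 and 2.03.

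**Figure D2:**
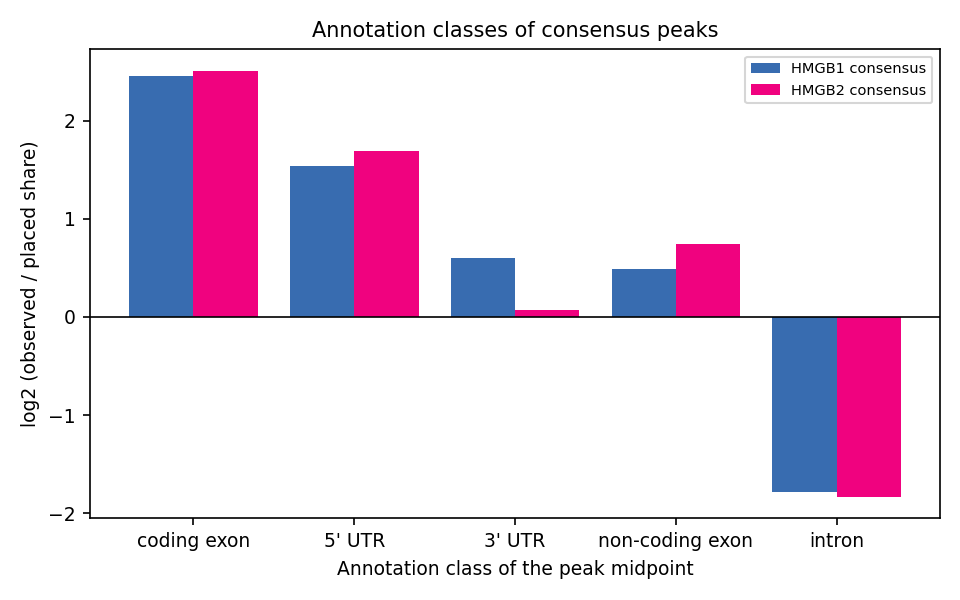
Log2 of the observed over the randomly placed share of consensus peaks in each annotation class, for HMGB1 (1458 peaks) and HMGB2 (108 peaks), without error bars. Coding exons stand highest for HMGB1 at 2.45 and introns lowest at -1.78.

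The study describes the hexamer NMWGRA at HMGB1-bound RNA sites. It found this motif by a search of its merged HMGB1 peaks, so tests in these HMGB1 libraries are not independent of it. NMWGRA occurred in 53.7% (51.1 to 56.3) of HMGB1 consensus peaks and in 50.5% ± 1.19 (SD over placements) of matched windows, a ratio of 1.06 (permutation p = 0.014). The ratio was 1.01 (permutation p = 0.615) with the p below 0.01 threshold, so the excess did not hold under the stricter list. Among settings that required both replicates it moved most when the replicate 2 interval was used, to 1.23 (permutation p = 0.002). For HMGB2 consensus peaks the shares were 47.2% and 50.1% ± 4.42, a ratio of 0.943 (permutation p = 0.581), and an excess of the size seen for HMGB1 was not detectable with 108 peaks. Among whole lists the ratio was 1.01 in HMGB1 replicate 1 (permutation p = 0.0792) and 1.02 in HMGB2 replicate 1 (p = 0.0198), against 1.42 in HMGB1 replicate 2 and 1.34 in HMGB2 replicate 2 (p = 0.0198 each). The motif excess therefore separated the lists by replicate number, as the overlaps and the exonic shares did.

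**Figure D3:**
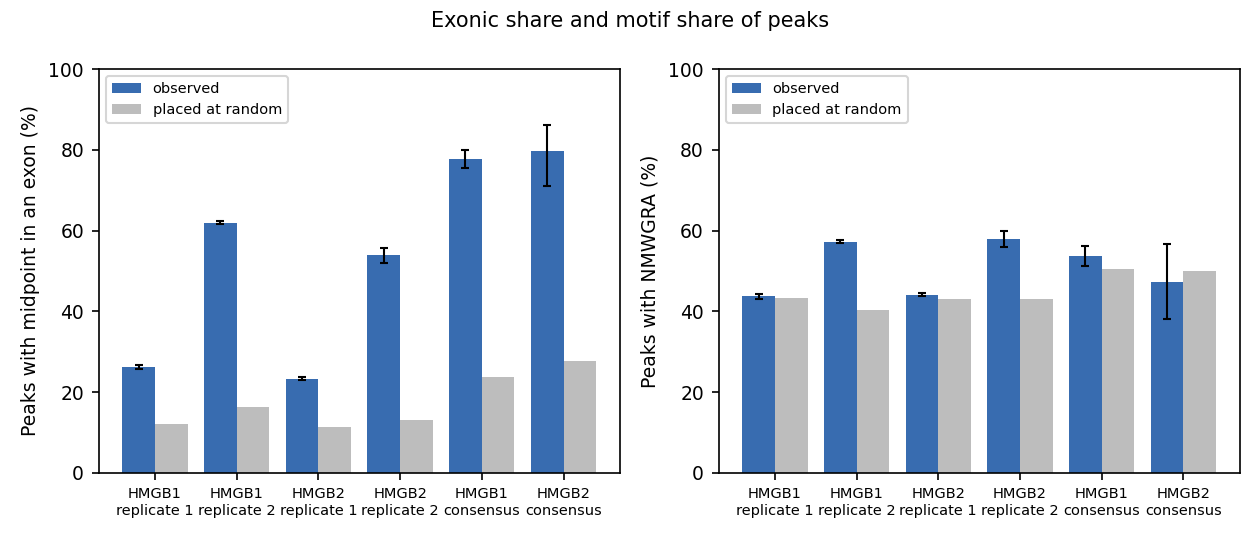
Percentage of peaks with their midpoint in an exon (left) and with at least 1 NMWGRA match (right) for the 4 libraries and both consensus sets, observed with Wilson 95% intervals (blue) and as the mean of random placements (grey). The replicate 2 lists stand above the replicate 1 lists in both panels, at 62.0% and 53.8% exonic against 26.2% and 23.3%.

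Gene families fixed by symbol were then counted among genes with consensus peaks. Splicing factor genes were 37 of 1088 HMGB1 gene symbols (3.40%) and 105 of the 15607 background symbols (0.673%). The odds ratio was 7.48 (95% interval 4.85 to 11.4, Fisher exact p = 2.78e-17, Benjamini-Hochberg adjusted p = 3.90e-16 over 14 tests). Against the 6577 symbols with a peak in both HMGB1 replicates, the set that could have given a consensus peak, the odds ratio was 4.36 (2.72 to 6.94, Fisher exact p = 6.48e-10). When replicate 2 peaks were moved at random within the same class of their genes, splicing factors were 3.58% ± 0.482 (SD over 1000 placements) of the genes overlapped, so their share among consensus genes did not exceed the share that the number and class of their peaks gave (permutation p = 0.642). The list includes transcripts that the study picked from these libraries and is not independent of them. Histones also passed the adjusted Fisher exact test for HMGB1 (8 genes, odds ratio 5.65, Fisher exact adjusted p = 0.00256). So did mitochondrially encoded genes (6 genes, odds ratio 5.36, Fisher exact adjusted p = 0.00866). Cytosolic ribosomal proteins passed it as well (20 genes, odds ratio 2.33, Fisher exact adjusted p = 0.00822). These families have near-identical copies or pseudogenes between which reads can be divided, so their members are uncertain. Collagens, small nucleolar RNAs and small nuclear RNAs did not pass, with odds ratios of 0.861, 1.08 and 0.762. Because peaks were given to protein-coding genes first, small RNAs inside the introns of such genes may be undercounted. For HMGB2, splicing factors were 2 of 79 genes (odds ratio 3.89, p = 0.0990, adjusted p = 0.202), and 0 of 7 families passed after adjustment, although ribosomal proteins had an unadjusted Fisher exact p of 0.0317 with 3 genes.

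Among transcripts that the study singles out, TRA2B and ASH1L carried HMGB1 consensus peaks. TRA2B (ENSG00000136527, chromosome 3, 185632346 to 185655891, minus strand) had 2, in the 5′ UTR at 185655525 to 185655786 (26 and 14 reads in replicates 1 and 2) and in a coding exon at 185639862 to 185639902 (5 and 56 reads). ASH1L (ENSG00000116539, chromosome 1, 155305059 to 155532953, minus strand) had 2 in coding exons with 4 and 3 reads in replicate 1, and its count was 1 at p below 0.01, with the 50% overlap rule or without identical intervals, and 0 under the replicate 2 limits or with equal list lengths. CCNL2, TET2, PNN and RBMX had 0 consensus peaks. These 4 transcripts had 2, 1, 1 and 3 peaks in HMGB1 replicate 1 and 16, 20, 10 and 5 in HMGB1 replicate 2, at positions that did not overlap. HMGB2 consensus peaks were on 0 of these 6 transcripts. The transcript of HMGB1 itself carried 0 HMGB1 consensus peaks and that of HMGB2 carried 1, in a coding exon on chromosome 4 at 174254276 to 174254340, with 4 reads in replicate 1 and 10 in replicate 2. This count was 0 under the replicate 2 limits, without identical intervals and with equal list lengths.

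Long non-coding RNAs led the counts per gene. MEG3 (chromosome 14, 101245747 to 101327368, plus strand) carried 14 HMGB1 and 12 HMGB2 consensus peaks, and KCNQ1OT1 (chromosome 11, 2618538 to 2721233, minus strand) carried 10 and 4. Some of these peaks only touched each other and lay under 1 replicate 2 peak. With consensus peaks that a common peak joins counted once, MEG3 had 10 and 7 and KCNQ1OT1 10 and 3, so for HMGB1 both genes were level. Counted in this way, the consensus sets held 1465 peaks for HMGB1 and 104 for HMGB2. HUWE1, PRRC2C and DYNC1H1 followed for HMGB1 with 9, 7 and 6 peaks, and EEF2, FADS2 and GNAS also had 6, the tie being broken by symbol. For HMGB2, NEAT1 carried 5, EEF2 4 and FLNA 3. NEAT1 (chromosome 11, 65190245 to 65213011, plus strand) also had 5 HMGB1 consensus peaks, of which 0 met the 50% overlap rule, whereas MALAT1 (chromosome 11, 65265111 to 65275544, plus strand) had 0, with 11 peaks in HMGB1 replicate 1 and 24 in HMGB1 replicate 2 that did not overlap. Of the 9 HUWE1 peaks, 8 had at most 5 reads in replicate 1.

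Ranked by the larger of the replicate p-values, the leading HMGB1 consensus peak lay in the 5S ribosomal pseudogene RNA5SP444 on chromosome 17 at 64263914 to 64263915, with 186 and 75 reads. It was 2 bases wide and on a sequence with near-identical copies, so its position is uncertain. Next came a coding exon of EEF2 on chromosome 19 at 3981338 to 3981452 (38 and 82 reads). An intron of NCAPD2 on chromosome 12 at 6619525 to 6619629 (36 and 48 reads) followed. Protein-coding genes came first in the assignment, so a small RNA inside that intron could carry the same name. Then came a non-coding exon of MEG3 on chromosome 14 at 101313662 to 101313747 (31 and 61 reads) and another coding exon of EEF2 at 3983125 to 3983258 (33 and 102 reads). For HMGB2 the order was a coding exon of TPT1 on chromosome 13 at 45911622 to 45911735 (26 and 35 reads), an exon of SNHG1 on chromosome 11 at 62620392 to 62620489 (28 and 91 reads), NEAT1 at 65194830 to 65194920 (15 and 61 reads), a coding exon of FLNA on chromosome X at 153583301 to 153583406 (16 and 20 reads) and a coding exon of EEF2 on chromosome 19 at 3984236 to 3984305 (20 and 13 reads).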

Values the study reported

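The study reported a set of 1,773 HMGB1 binding peaks located on 866 different transcripts in proliferating IMR90 cells. It defined these from peaks with a P-value below 0.05 whose intervals overlapped between 2 biological replicates.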

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

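The tests chosen only after the data were seen were the removal of intervals identical in both replicate 1 lists, the replicate 2 limits, the replicate 2 interval, the count of every gene of a peak, the count of joined peaks, and the background of genes with peaks in both replicates. No paired analysis was possible because the results come from overlaps and shares of peak lists, with no model or test fitted over samples.

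The ratio of observed to placed overlap kept its direction and its side of the threshold under every alternative that kept both replicates, between 1.69 and 4.90 for HMGB1 and between 1.81 and 4.63 for HMGB2. The same held for the exonic enrichment in the alternatives run for it. On the log2 scale it lay between 0.73 and 1.88 for HMGB1 and between 1.02 and 1.59 for HMGB2. It also held for the overlap of both consensus sets in the alternatives run for that overlap. The replicate 2 limits were not among the alternatives for either result. The share of HMGB1 consensus peaks in the overlap still ran from 2.78% to 28.6%, the latter being 6 of 21 peaks with equal list lengths. The Jaccard difference between pairs of 1 protein and pairs of 1 replicate number stayed negative, between -0.248 and -0.141. For gene lists it was -0.168, with an index of 0.774 for the replicate 1 pair and 0.105 for the replicate 2 pair. The latter was below the 0.439 of the HMGB1 replicates and level with the 0.104 of the HMGB2 replicates. At the gene level the pairing by replicate number thus rests on the replicate 1 pair. The p below 0.05 threshold and all deposited rows gave identical values, since the threshold removes nothing.

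Counts of consensus peaks and genes depended on the settings. With lists of equal length, 21 HMGB1 consensus peaks on 12 genes and 19 HMGB2 consensus peaks on 13 genes were left. With an overlap of at least 50% of both peaks, the counts were 612 peaks on 519 genes for HMGB1 and 36 peaks on 34 genes for HMGB2. Under the replicate 2 limits they were 740 peaks on 545 genes and 65 peaks on 42 genes. These drops follow from fewer or stricter inputs.

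Leaving out 1 replicate replaces the consensus by a single list. Counts then ran from 34225 to 63329 peaks on 8745 to 12770 genes for HMGB1 and from 2512 to 48942 peaks on 1479 to 9949 genes for HMGB2. The exonic enrichment ran from 1.13 to 1.94 (log2) for HMGB1 and from 1.05 to 2.03 for HMGB2, and the share of HMGB1 peaks overlapped by HMGB2 from 2.53% to 70.5%. The motif ratio ran from 1.01 to 1.42 for HMGB1 and from 1.02 to 1.34 for HMGB2, where it was reversed from the main value of 0.943. The odds ratio of splicing factors ran from 3.36 to 3.69 for HMGB1.

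The HMGB1 motif excess was the least stable result. By permutation test its ratio was 1.01 (p = 0.615) at p below 0.01, 1.04 (p = 0.158) without identical intervals and 1.09 (p = 0.825) with lists of equal length, where 21 peaks were left. For the former settings the cause was not tested. The HMGB2 motif ratio, which did not pass the threshold in any setting that required both replicates, was reversed to 1.12 with the replicate 2 interval, 1.14 with equal list length and 1.06 with widened peaks. The splicing factor odds ratio of HMGB1 fell to 5.85 (1 of 12 genes, Fisher exact p = 0.172) with equal list length and stayed past the threshold elsewhere. For HMGB2, 3 settings left 0 splicing factor genes and gave no odds ratio: p below 0.01, 50% overlap and equal list length.

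A tested value was called the same if it kept its direction and its side of the threshold, whatever its size, and a count or Jaccard difference if it changed by at most 1.5-fold. With 1 replicate left out, a share was called the same only inside the Wilson interval of the main value, and an odds ratio only inside its 95% interval. Of 147 alternative values of these comparisons, 108 stayed the same by these rules, 30 moved, 4 became weaker and 5 were reversed. The size of the former could still change, as when the splicing factor odds ratio fell to 4.36 for HMGB1 and 1.504 for HMGB2 against genes with peaks in both replicates. Of 220 values for named transcripts, 168 stayed the same and 52 moved. Each HMGB2 consensus result is limited by the 2512 peaks of HMGB2 replicate 2, and whether sequencing depth made that list short is unknown.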

Other observations

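The tests chosen only after the result was seen were those of shared reads and of Poisson scatter for identical intervals, all tests of the pairing by replicate number, and both tests of A runs. The settings with lists of equal length and with placement in the same class were themselves planned. The tests of alignment hot spots, of the replicate 1 limits, of the motif and of splicing factors were written down ahead of their values.

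The identical intervals in both replicate 1 lists are the most surprising feature of the data. If the lists came from independent libraries, read numbers of identical intervals would scatter, and Poisson scatter around the observed numbers would give the same number in 31.9% of cases, against 97.7% observed. Among the 924 identical intervals with over 5 reads, 811 (87.8%) had the same number, against 15.5% from scatter. No sign was seen of sequences that attract reads in any library: 2.76% of the identical intervals overlapped a HMGB1 replicate 2 peak, compared with 5.03% of the other HMGB1 replicate 1 peaks. These shares were not matched for read number, so they cannot exclude such sequences. A candidate explanation is that the same reads entered both lists, for example when parts of the cut membrane or barcoded pools were combined, since 97.7% equal counts are what that would leave. The step at which this happened was not tested. For the remaining overlaps, which were not identical, binding of both proteins to the same RNA stays possible, and so do partly shared reads.

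By peak position, lists paired by experiment and not by protein. This did not come from list length, since the Jaccard difference was -0.248 with equal lengths, nor from the different limits of the lists (-0.192). The identical intervals were not the whole cause (-0.141 without them). Peaks that share part of their reads but differ in their ends were not removed, so shared reads are not excluded by that value. A swap of proteins between the libraries of 1 replicate number would raise the crossed pairs, and their mean Jaccard index was 0.00583, close to that of the pairs of 1 protein. A difference between the experiments may be at work: the replicate 2 pair, with 2 identical intervals, still overlapped at 7.89 times the level of placement in the same class, against 1.69 and 1.81 for the replicates of 1 protein and 1.98 and 1.76 for the crossed pairs. What differed between the experiments (cells, digestion, barcodes or processing) was not tested, and RNA retained by the beads alone would also give lists that pair by experiment. Binding of HMGB1 and HMGB2 to the same RNAs remains open and was not tested apart from these.

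Replicate 1 lists were mostly intronic and replicate 2 lists mostly exonic. Weak peaks let in by the looser replicate 1 limits do not account for this as a whole, because the larger exonic share of the replicate 1 lists at the replicate 2 limits was 32.8%, far below 53.8% and 62.0%. No biological explanation was tested, since replicates of 1 protein come from the same kind of cells.

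A minority of the intronic peaks in the replicate 2 lists ended just before a run of at least 6 A, but more of them than placement gave. Such a run lay in the 20 bases downstream of 14.5% of HMGB1 replicate 2 intronic peaks and 19.9% of those of HMGB2 replicate 2, but of 0.836% and 0.892% in the replicate 1 lists. The latter were below the 1.55% and 1.56% of placed windows (permutation p = 0.0198 each), a depletion whose cause was not tested. In HMGB1 replicate 2 the downstream share was 7.99 times that of windows placed in the same introns, and the upstream share was 1.04 times it. The introns were not rich in such runs, as 1.82% of placed windows had one. This is consistent with priming of the reverse transcription at A stretches inside RNA, in a protocol that adds a poly(A) tail, so part of the intronic peaks of replicate 2 may mark priming sites. No biological explanation was tested. Exonic peaks showed less of it, with ratios of 1.36 in HMGB1 replicate 2 and 2.48 in HMGB2 replicate 2.

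The NMWGRA excess in the replicate 2 lists was set against all 720 orders of its 6 positions in sampled peaks of HMGB1 replicate 2. By matches per base its ratio was 1.86, the median order gave 1.55, and 93.6% of orders had a smaller excess. In the replicate 2 lists the excess may thus come largely from the base composition of the peaks. NMWGRA still exceeded between 84.4% and 94.0% of the orders in the 4 lists, and a sequence preference of the proteins remains open. A runs were not the whole cause of the excess, since the ratio was 1.45 in HMGB1 replicate 2 peaks with no A run in or beside them. Nor was nuclease preference at peak ends, since the ratio was 1.47 after 6 bases had been trimmed from each end. Consensus peaks, but not whole lists, were also set against 100 shuffles of their sequences that kept the counts of adjacent base pairs. The HMGB1 ratio was 1.11, and 1.17 with the replicate 2 interval (permutation p = 0.0198 each). For HMGB2 the ratios were 0.994 (permutation p = 0.970) and 1.05 (permutation p = 0.654). Composition thus did not account for all of the HMGB1 consensus excess at the main threshold.

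Splicing factor genes were over-represented among HMGB1 consensus genes by the Fisher test, and many peaks on these genes in both lists may be the reason: random placement in the same class made them 3.58% of overlapped genes, against 3.40% observed. The observed number of 37 was above the 24.8 ± 3.35 placed, with a largest placed number of 36, in step with the general excess of overlaps over placement. A preference for these transcripts, beyond what the number and class of their peaks give, was not detected (permutation p = 0.642).

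PNN and RBMX, which the study names as bound by HMGB1, had peaks in each HMGB1 list, and no consensus peak under any setting that required both replicates. TRA2B had consensus peaks in all of these settings but that of equal list length.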
